A study of Danio rerio with 63 samples.

How the data were processed

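The series holds RNA-seq of polyadenylated RNA from zebrafish (Danio rerio) blastoderm explants, pieces of blastula tissue kept in culture while intact siblings develop. Explants came from embryos given 10 pg of mRNA of the Nodal ligand ndr2, from embryos given 0.5 pg of mRNA of CA-acvr1b*, a constitutively active form of the Nodal receptor, and from uninjected embryos, per the labels' protocols. Each of the 3 conditions was sampled at 7 stages, with 3 lettered replicates (A, B and C) per condition and stage, which makes 63 libraries in 21 groups. Per the labels, the stages were sphere (about 4 hours post fertilization, hpf), 30% epiboly (4.7 hpf), 50% epiboly (5.3 hpf), shield (6 hpf), 75% epiboly (8 hpf), 90% epiboly (9 hpf) and 2-somite (11 hpf).

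The values used are the deposited read counts per gene, 1 column per library, for 32057 genes with Ensembl identifiers, symbols and biotypes. Per the file headers and the table's name, reads were trimmed, mapped with STAR and counted per gene with featureCounts. The genome build, the annotation release, the versions, the use of strand and the handling of reads shared between genes are not stated, so genes with near-identical copies and genes that overlap others are uncertain. The counts are whole numbers and their totals differ between libraries, so they were treated as raw counts with no scaling. No line of the table lacked a gene name. A gene name table matched 28988 of the identifiers. The RefSeq gene table of assembly GRCz12tu was used only for which genes neighbour each other.

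Library totals ran from 11756626 to 19650245 counts. A floor of 3 counts, the upper limit that a count of 0 allows, corresponded to between 0.144 and 0.275 CPM (counts scaled to a common library total), depending on the library. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules.

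Counts were analysed with edgeR 4.0.16 in R 4.3.3, with version 1.17.8 of data.table. Genes were kept by filterByExpr on the 21 groups (minimum count 10, minimum total 15), which left 19069 genes holding 99.969% of the counts. Libraries were scaled with TMM factors. The main test was the quasi-likelihood F-test (glmQLFit and glmQLFTest, robust) on all 63 libraries in 1 fit with a mean per group, which left 42 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. Every adjusted p of a single gene comes from this edgeR test unless another is named. CPM values are scaled by the TMM factors, and errors are standard deviations (SD) over libraries. Fold changes used a prior count of 0.125.

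The comparisons were the 3 pairs of conditions at each stage, their average over the 7 stages with equal weights, their dependence on stage (a joint F-test of the 6 differences from the sphere stage), and consecutive stages within each condition. An average treats libraries of the same lettered series as independent, and counts summed over the stages of each series were tested as an alternative. A gene with no count in any library of some group is poorly determined in the average and in the dependence on stage, because the empty group's mean has no lower bound. Such genes numbered 3106 for ndr2 against uninjected, 2971 for CA-acvr1b* against uninjected and 3123 for ndr2 against CA-acvr1b*. A fold against a group with at most 3 counts in every library is given as a lower bound computed at the floor.

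The tests, the libraries in each fit, the alternatives, the marker lists and the rule for naming genes were chosen before the data were examined, except where stated. For the averages, the rule took the 3 largest rises and the 3 largest falls among called genes with a mean of at least 5 CPM in the higher condition whose 3 libraries did not overlap those of the other condition at 4 or more stages. For each stage it took the largest rise and the largest fall among called genes with at least 5 CPM in the higher group and no overlap between the libraries. Unchanged libraries would fail to overlap in a given order or its reverse in 10% of cases with 3 against 3.

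Marker lists of Nodal target genes, endoderm, axial mesoderm, paraxial mesoderm, neuroectoderm, epidermis, the enveloping layer, response to BMP and planar cell polarity were written from general knowledge of the zebrafish gastrula. They are lists of genes, not of cell types, and several share genes. They were tested with camera (limma 3.58.1, preset correlation 0.01), adjusted over 9 lists and 3 pairs for the averages and separately for the stages, with fry and with camera at an estimated correlation as alternatives. A list's effect is the median log2 fold change of its tested genes.

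Similarity between the injections was measured across genes by Pearson and Spearman correlations of log2 fold changes. Because both injections share the uninjected libraries, 20 simulated data sets with unchanged groups set against the same controls gave the value without any effect. Principal components were computed from log2 CPM with a prior count of 2. Each library was also matched to a developmental time along stage means interpolated in steps of 0.05 h. The match was the time with the smallest sum of squared differences in log2 CPM. It used 6008 genes with a mean log2 CPM above 3 that were called in none of the 21 comparisons of conditions at a stage. The stage means left out the libraries of the same condition and letter.

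Other splits of the same libraries were tested in full (10 for 3 against 3) or by 100 splits within stages. The alternatives were DESeq2 1.42.0, DESeq2's size factors in the edgeR fit, no filter on low counts, a replicate block, fits of only the 6 libraries compared, leaving out each library or lettered replicate, and leaving out the sphere or the 2-somite stage. A replicate block within each condition, 1 residual factor as a covariate and counts summed over stages were added after the data had been seen. Libraries of the same letter were taken as pairs where every same-letter correlation of deviations from the group means was above 0.1. This held for 6 of the 18 comparisons of consecutive stages, with correlations from 0.108 to 0.417: the uninjected steps to 30% epiboly, 50% epiboly, shield and 90% epiboly, and the ndr2 steps to 30% epiboly and shield. The fits that left out a single library kept the dispersion trend of all 63.

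The tests were tried on simulated counts drawn from the uninjected means of each stage and the real library sizes. In them 200 genes were changed by known amounts, equal at every stage. Genes and libraries varied independently, so deviations shared by letter or shifts in developmental time were not simulated. The false calls do not cover errors from these. With 63 libraries, the average over stages recovered 193 of the 200 with 8 false calls, and a single stage recovered 144 with 5 false calls. Fits of 6 libraries recovered 126 of the 185 changed genes that passed their filter, with 15 false calls, and DESeq2 recovered 147 at a single stage with 15 false calls. Matching to time placed 20 simulated libraries within 0.032 h. No deposited count column was left out.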

Results

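Gene expression was measured by RNA-seq of polyadenylated RNA in zebrafish blastoderm explants from ndr2-injected, CA-acvr1b*-injected and uninjected embryos, at 7 stages from sphere to 2-somite. Every combination of condition and stage had 3 libraries, 63 in all. Total counts per library ran from 11756626 to 19650245, with a median of 15620678. They ran from 11756626 to 19633634 in the 21 ndr2 libraries, from 12700045 to 19391459 in the 21 CA-acvr1b* libraries and from 12282911 to 19650245 in the 21 uninjected libraries. Between 15746 and 20528 genes had at least 1 count in a library. The most abundant gene took between 0.247% and 2.90% of a library's counts, and TMM factors lay between 0.865 and 1.30. The common biological coefficient of variation was 0.309.

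The first principal component of log2 CPM held 54.7% of the variance and the second 13.5%. The means of the 7 stages rose along the first component from sphere to 2-somite, with libraries overlapping between 50% epiboly and shield and among the last 3 stages. With the 1000 most variable genes, the alternative that moved these shares most, the first component held 74.8%. The Pearson correlation between libraries of a group, across genes, had a median of 0.967, and that between conditions at a stage a median of 0.961. The lowest within a group, 0.927, was between replicates A and C of the uninjected explants at 50% epiboly.

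**Figure D1:**
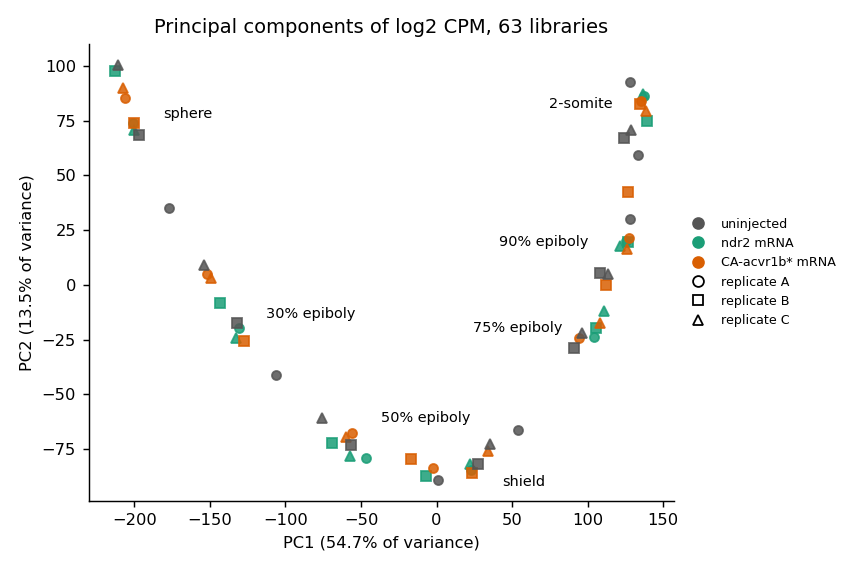
Principal components 1 and 2 of log2 CPM for the 63 libraries, with the percentage of variance on each axis and condition and stage marked. The first component holds 54.7% of the variance, and the stage labels stand beside the middle of each stage's libraries, whose means rise along it from sphere to 2-somite.

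The injected transcripts were examined first. ndr2 (ENSDARG00000101279) had 94 to 1180 counts in the 21 ndr2 libraries, 0 to 31 in the 21 uninjected libraries and 14 to 954 in the 21 CA-acvr1b* libraries. At sphere, ndr2 explants held 44.3 ± 12.2 CPM (SD, n = 3) of ndr2 against 0.498 ± 0.432 CPM in uninjected explants, a log2 fold change of 6.48 (SE 0.67, edgeR adjusted p 2.15e-08). The lowest mean in ndr2 explants was 12.3 ± 3.63 CPM, at shield. In CA-acvr1b* explants ndr2 rose from 1.54 ± 0.574 CPM at sphere to 50.7 ± 12.4 CPM at 90% epiboly. There its log2 fold change against uninjected was not past the threshold at sphere (1.65, SE 0.67, edgeR adjusted p 0.676) or at 30% epiboly (1.28, SE 0.63, edgeR adjusted p 0.931), and it was 7.10 (SE 0.72, edgeR adjusted p 6.22e-10) at 90% epiboly. ndr2 was higher in ndr2 than in CA-acvr1b* explants at sphere, by 4.83 on the log2 scale (SE 0.59, edgeR adjusted p 3.83e-06). Counts cannot separate injected from endogenous transcripts.

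The zebrafish has a pair of acvr1b genes, and the labels do not say from which the injected form was made. acvr1ba (ENSDARG00000018968) held 295 ± 24.7 CPM in CA-acvr1b* explants at sphere, 291 ± 18.9 CPM in ndr2 explants and 274 ± 12.4 CPM in uninjected explants, and neither injection differed from uninjected there (edgeR adjusted p 1 for CA-acvr1b* and 0.9999 for ndr2). Later it was higher under both injections, with log2 fold changes at 75% epiboly of 1.56 (SE 0.18, edgeR adjusted p 1.17e-08) for ndr2 and 1.34 (SE 0.18, edgeR adjusted p 2.92e-07) for CA-acvr1b*. acvr1bb (ENSDARG00000052142) held 157 ± 5.45 CPM in CA-acvr1b* explants at sphere, 166 ± 7.94 CPM in ndr2 explants and 149 ± 37.9 CPM in uninjected explants. It was not called in any pair of conditions at any stage. Its small log2 fold changes at sphere, 0.16 for ndr2 and 0.07 for CA-acvr1b* against uninjected, turned to -0.037 and -0.12 without uninjected replicate B. A rise from the injected CA-acvr1b* mRNA was therefore not detected in either gene at sphere, and the reason was not tested. The dose was 0.5 pg, against 10 pg of ndr2 mRNA. A rise below the spread of the libraries, with SDs of 12.4 and 37.9 CPM in uninjected explants, would not have shown. These values cannot tell such a small rise from none.

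**Figure D2:**
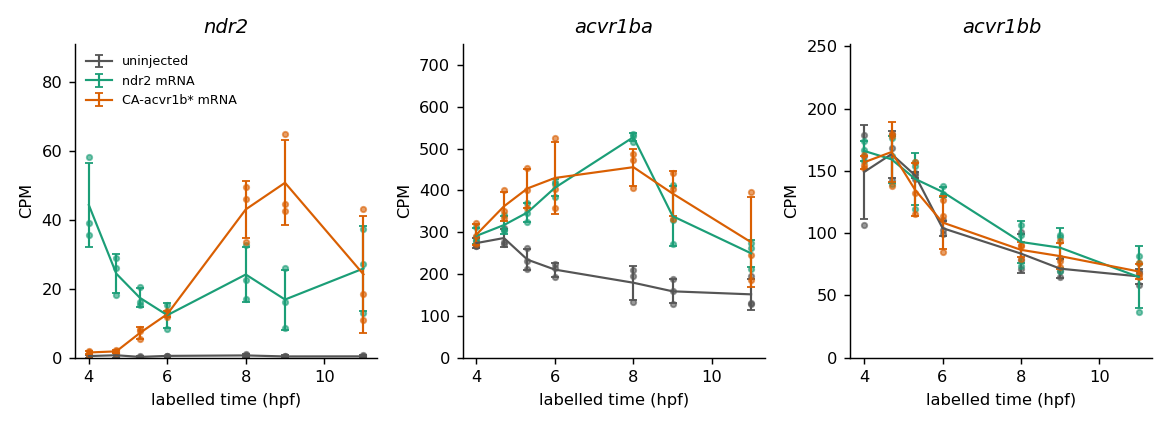
CPM of ndr2, acvr1ba and acvr1bb at the 7 stages, with a point per library and lines through the means of the 3 libraries with SD bars. At sphere, ndr2 stands at 44.3 CPM in ndr2 explants and 0.498 CPM in uninjected explants.

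Genes changed by ndr2 against uninjected explants numbered 45 at sphere (15 higher, 30 lower), 43 at 30% epiboly (17 higher), 278 at 50% epiboly (97 higher), 204 at shield (121 higher), 346 at 75% epiboly (189 higher), 498 at 90% epiboly (271 higher) and 2334 at 2-somite (1411 higher). Changes of at least 2-fold made up 42, 20, 108, 111, 238, 288 and 1305 of these. Under DESeq2's size factors the share of higher genes went from 54.6% to 49.4% at 75% epiboly and from 54.4% to 46.4% at 90% epiboly. The majority direction is therefore not settled at these stages, and it stayed the same at the others. The alternative that moved a count most was a fit of only the 6 libraries compared, which gave 2 genes at 50% epiboly. Fits without 1 library also moved the counts. Without uninjected replicate C the sphere count was 621, and without ndr2 replicate B it was 7. The count lay between 7 (without uninjected replicate B) and 56 (without uninjected replicate C) at 30% epiboly. It lay between 62 (without uninjected replicate A) and 690 (without uninjected replicate C) at 50% epiboly, and between 48 (without uninjected replicate C) and 154 (without uninjected replicate B) at shield. It lay between 210 (without ndr2 replicate C) and 272 (without uninjected replicate B) at 75% epiboly, between 254 (without ndr2 replicate B) and 465 (without uninjected replicate B) at 90% epiboly, and between 1508 (without uninjected replicate A) and 2026 (without uninjected replicate C) at 2-somite.

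CA-acvr1b* against uninjected explants gave 8 genes at sphere (7 higher, 1 lower), 33 at 30% epiboly (28 higher), 68 at 50% epiboly (63 higher), 90 at shield (78 higher), 308 at 75% epiboly (232 higher), 475 at 90% epiboly (368 higher) and 1744 at 2-somite (1232 higher). Under DESeq2's size factors the sphere count was 5, all of them higher, so the share of higher genes went from 87.5% to 100%. Without uninjected replicate C the sphere count was 526, and without CA-acvr1b* replicate B it was 6. Fits that each left out 1 library gave 16 (without uninjected replicate A) to 53 genes (without uninjected replicate C) at 30% epiboly, 42 (without CA-acvr1b* replicate A) to 76 (without CA-acvr1b* replicate C) at 50% epiboly, and 59 (without uninjected replicate C) to 132 (without CA-acvr1b* replicate C) at shield. They gave 198 (without uninjected replicate A) to 285 genes (without uninjected replicate B) at 75% epiboly, 331 (without CA-acvr1b* replicate A) to 412 (without uninjected replicate B) at 90% epiboly, and 922 (without CA-acvr1b* replicate A) to 1939 (without CA-acvr1b* replicate B) at 2-somite.

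The direct comparison of the injections asks where the ligand and the active receptor differ. ndr2 against CA-acvr1b* explants gave 10 genes at sphere (9 higher in ndr2), 50 at 30% epiboly (20 higher), 137 at 50% epiboly (44 higher), 39 at shield (7 higher), 44 at 75% epiboly (6 higher), 71 at 90% epiboly (7 higher) and 69 at 2-somite (10 higher). Leaving out 1 library gave 2 (without CA-acvr1b* replicate C) to 13 genes (without ndr2 replicate C) at sphere, 10 (without ndr2 replicate C) to 21 (without CA-acvr1b* replicate B) at 30% epiboly, and 32 (without CA-acvr1b* replicate A) to 194 (without CA-acvr1b* replicate C) at 50% epiboly. It gave 17 (without ndr2 replicate C) to 42 genes (without CA-acvr1b* replicate C) at shield, 8 (without ndr2 replicate B) to 37 (without CA-acvr1b* replicate B) at 75% epiboly, 24 (without ndr2 replicate A) to 67 (without CA-acvr1b* replicate C) at 90% epiboly, and 30 (without ndr2 replicate C) to 77 (without CA-acvr1b* replicate B) at 2-somite.

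**Figure D3:**
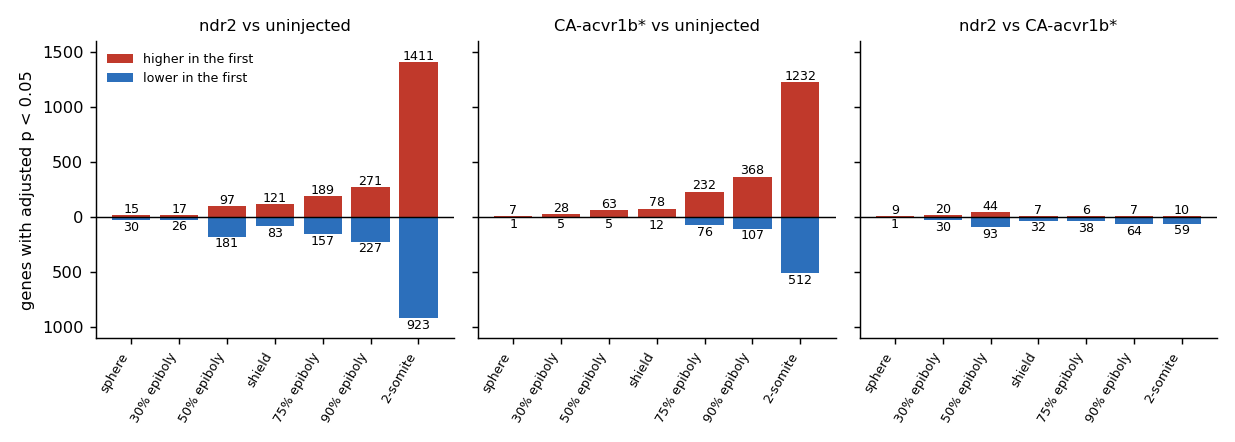
Number of genes with an edgeR adjusted p under 0.05 at each of the 7 stages for the 3 pairs of conditions, with higher genes above and lower genes below 0. Against uninjected, the count is highest at 2-somite, with 2334 genes for ndr2 and 1744 for CA-acvr1b*.

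At 1 stage or more, 2852 genes were called for ndr2 against uninjected, 1898 for CA-acvr1b* against uninjected and 296 for ndr2 against CA-acvr1b*. Of these, 46, 9 and 0 genes were called in opposite directions at different stages. Without replicate B the counts of called genes were 1264, 1428 and 8, with 3, 1 and 0 in opposite directions. Without replicate A they were 1916, 965 and 245, and without replicate C 1754, 1010 and 83, with 22, 5 and 0 and with 32, 0 and 0 in opposite directions. DESeq2 gave 3886, 2462 and 721, with 103, 28 and 3 in opposite directions. On average over the 7 stages, 3420 genes were called for ndr2 against uninjected (1470 higher, 1950 lower), 1298 for CA-acvr1b* against uninjected (743 higher, 555 lower) and 1714 for ndr2 against CA-acvr1b* (653 higher, 1061 lower). Counts summed over the stages of each lettered series, which leave 9 independent samples, gave 1088, 666 and 185 genes. Of those, 817, 467 and 149 were also called by the average. Leaving out a lettered replicate gave 1750 (without B) to 2835 (without A), 725 (without C) to 1071 (without A) and 509 (without B) to 1510 (without A) genes. Without the 2-somite stage, CA-acvr1b* against uninjected gave 640 genes, the largest move of that count, while the summed counts moved the other pairs of conditions most. Of the 250, 202 and 42 genes that had an empty group and were called at 1 stage or more, 181, 142 and 27 were not called on average. The effect depended on stage for 1014 genes (ndr2 against uninjected), 654 genes (CA-acvr1b* against uninjected) and 21 genes (ndr2 against CA-acvr1b*). Without the 2-somite stage the first pair of these counts fell to 225 and 202. Leaving out a lettered replicate gave 263 (without B) to 637 (without A), 268 (without C) to 321 (without B) and 2 (without B) to 23 (without A) genes.

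Among the largest average rises of ndr2 against uninjected, the rule for naming genes selected gmnn (ENSDARG00000035957) and stk3 (ENSDARG00000011312), and the remaining gene it selected is not used here. gmnn held 28.0 ± 41.3 CPM (SD, n = 21) in ndr2 explants and at most 3 counts in any uninjected library, so it was at least 141-fold higher (edgeR adjusted p 1.90e-11). The log2 fold change was 7.79 (SE 0.75, edgeR adjusted p 5.11e-10) for stk3. Both were also among the largest rises of ndr2 against CA-acvr1b*, and gmnn varied between replicates. gmnn belongs to 9 genes set apart in the ndr2 libraries alone, of which 4 follow another of them in the genome within 10 genes. At sphere gmnn had 2235, 2912 and 4 counts in ndr2 replicates A, B and C. The largest falls were wu:fc23c09 (ENSDARG00000088002), at -2.36 (SE 0.51, edgeR adjusted p 0.000718), szl (ENSDARG00000099637), at -2.21 (SE 0.36, edgeR adjusted p 1.41e-05), and serpinh1a (ENSDARG00000075954), at -1.98 (SE 0.25, edgeR adjusted p 8.88e-08).

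For CA-acvr1b* against uninjected, the largest average rises were fgf8a (ENSDARG00000003399), with a log2 fold change of 6.87 (SE 0.34, edgeR adjusted p 1.06e-19), shhb (ENSDARG00000038867), with 6.75 (SE 0.54, edgeR adjusted p 1.05e-12), and foxa3 (ENSDARG00000012788), with 6.65 (SE 0.24, edgeR adjusted p 2.37e-24). foxa3 held 188 ± 116 CPM (SD, n = 21) against 1.62 ± 1.00 CPM. The largest falls were msx3 (ENSDARG00000015674), at -2.12 (SE 0.54, edgeR adjusted p 0.00855), nrp1a (ENSDARG00000102153), at -1.96 (SE 0.28, edgeR adjusted p 9.53e-07), and sema3d (ENSDARG00000017369), at -1.93 (SE 0.35, edgeR adjusted p 7.43e-05). Genes lower in ndr2 than in CA-acvr1b* explants were led by sox17 (ENSDARG00000101717), at -5.04 (SE 0.59, edgeR adjusted p 1.44e-07), osr1 (ENSDARG00000014091), at -4.17 (SE 0.39, edgeR adjusted p 1.33e-10), and gata5 (ENSDARG00000017821), at -4.09 (SE 0.33, edgeR adjusted p 4.08e-13).

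At single stages, the largest rise for ndr2 against uninjected was gmnn at sphere, 30% and 50% epiboly, stk3 at shield, admp at 75% epiboly, tnfsf10l3 at 90% epiboly and hoxb9a at 2-somite. admp held 58.8 ± 19.3 CPM against 0.357 ± 0.191 CPM (SD, n = 3). hoxb9a had no count in the uninjected libraries and was at least 184-fold higher (edgeR adjusted p 8.22e-07), and tnfsf10l3 at least 63.6-fold higher (edgeR adjusted p 7.94e-07). The largest falls were a gene of the zgc series (ENSDARG00000086569) at sphere and 30% epiboly, rapgefl1 at 50% epiboly, igfbp1a at shield, foxi3a at 75% epiboly, si:ch211-263k4.2 at 90% epiboly and F2RL3 at 2-somite. For CA-acvr1b* against uninjected, the largest rises were foxa3 at sphere, sebox at 30% epiboly, fgf8a at 50% epiboly, sox32 at shield, fzd8b at 75% epiboly, sp5a at 90% epiboly and shhb at 2-somite. sebox was at least 43.5-fold higher, fgf8a at least 67.4-fold, sox32 at least 34.5-fold, sp5a at least 183-fold and shhb at least 279-fold. The largest falls were acy3.2 at 30% epiboly, rassf8b at shield, msx2b at 75% epiboly, hand2 at 90% epiboly and F2RL3 at 2-somite. No fall met the rule at sphere, and the fall at 50% epiboly is not used here. For ndr2 against CA-acvr1b* explants, only the single-stage falls from 30% epiboly onward are named here. In this comparison sebox was lowest at 30% epiboly, gata5 at 50% epiboly, tbr1b at shield and sox17 at 75% epiboly. The falls of a pair of zgc genes (ENSDARG00000094559 and ENSDARG00000075527), at 90% epiboly and at 2-somite, are uncertain, because their near-identical copies can share reads.

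The marker lists were tested on the average over stages. The median log2 fold change of the 14 tested Nodal target genes was 2.95 for ndr2 against uninjected (camera adjusted p 2.12e-43, 12 genes called, all higher) and 5.16 for CA-acvr1b* against uninjected (camera adjusted p 9.08e-140, 14 called). The calls adjusted over the list alone were also 12 and 14. In ndr2 against CA-acvr1b* the median was -1.94 (camera adjusted p 2.96e-33), with 12 genes lower over all genes and 12 adjusted over the list alone. Axial mesoderm had medians of 1.62 (camera adjusted p 5.32e-14), 3.97 (1.48e-56) and -1.59 (3.21e-13) in the same 3 pairs, and 1.89, 3.97 and -1.54 with genes at the floor set to their bounds. In it 4, 8 and 7 of 12 genes were called over all genes, and as many adjusted over the list alone. Endoderm had medians of 0.47 (camera adjusted p 4.49e-05), 5.03 (2.46e-36) and -2.48 (3.52e-21). There 3 genes were higher and 1 lower, 5 higher and 1 lower, and 6 lower, over all genes and adjusted over the list alone. Paraxial mesoderm had medians of 1.24 (camera adjusted p 4.49e-05), 1.82 (3.00e-10) and -0.50 (0.0454), and the first was 1.21 with bounds. Over all genes 5, 6 and 2 of 13 genes were called. Adjusted over the list alone, the counts were 6 higher and 1 lower, 6 higher and 1 lower, and 2 lower.

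Neuroectoderm had medians of 0.61 (camera adjusted p 0.00220), 1.00 (3.75e-07) and -0.36 (0.141). Over all genes 4, 5 and 2 of 15 genes were called, and adjusted over the list alone 6 higher and 1 lower, 6 higher, and 2 lower. Epidermis had medians of -1.05 (camera adjusted p 5.81e-06), -1.20 (3.00e-10) and 0.10 (0.289), with 6, 6 and 0 of 9 genes lower both over all genes and adjusted over the list alone. Response to BMP had medians of -0.63 (camera adjusted p 0.00743), -0.73 (1.05e-05) and 0.21 (0.154), with 8 genes lower and 2 higher, 7 lower and 1 higher, and 1 higher and 1 lower, in both adjustments. Planar cell polarity had medians of 0.06 (camera adjusted p 0.0119), 0.10 (5.65e-07) and -0.11 (0.0317). Its genes went both ways for ndr2, with 3 higher and 3 lower over all genes and 5 higher and 3 lower adjusted over the list alone. For CA-acvr1b* 4 were higher and 1 lower, and 5 and 1 adjusted over the list alone, and between the injections 2 were lower in both. The enveloping layer had medians of -0.43 (camera adjusted p 0.180), -0.57 (0.00743) and 0.10 (0.458), with 0, 1 and 0 genes called over all genes and 1, 5 and 0 adjusted over the list alone. Without replicate A these medians' adjusted p were 0.846 and 0.532 for the pairs with uninjected explants, and the first median turned to 0.04.

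All the camera calls on the averages held under fry, which added neuroectoderm for ndr2 against CA-acvr1b* (fry adjusted p 0.00554). With the correlation estimated from the data, 6 of them did not hold: epidermis, response to BMP and planar cell polarity for ndr2 against uninjected (camera adjusted p 0.0582, 0.222 and 0.148), the enveloping layer for CA-acvr1b* against uninjected (0.287), and paraxial mesoderm and planar cell polarity for ndr2 against CA-acvr1b* (0.282 and 0.210). Paraxial mesoderm between the injections was also past the threshold no longer under DESeq2's size factors (0.0524) or without replicate A (0.333), and planar cell polarity no longer without replicate C for ndr2 against uninjected (0.139) or without replicate B between the injections (0.0820). Response to BMP and the enveloping layer passed it between the injections without replicate B (0.0172 and 0.0366).

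**Figure D4:**
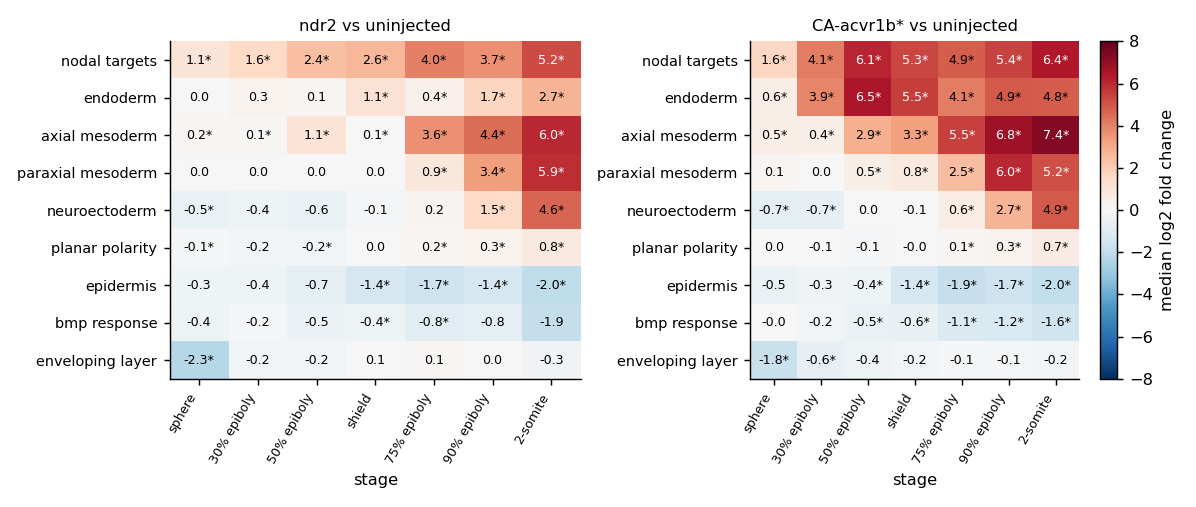
Median log2 fold change of the 9 marker lists at the 7 stages for ndr2 and for CA-acvr1b* against uninjected, with stars where the camera adjusted p is under 0.05. The Nodal target list reaches 5.20 for ndr2 and 6.43 for CA-acvr1b* against uninjected at 2-somite.

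At single stages, the median of the Nodal target list for ndr2 against uninjected was 1.05 at sphere, 1.58 at 30% epiboly, 2.39 at 50% epiboly, 2.64 at shield, 4.03 at 75% epiboly, 3.65 at 90% epiboly and 5.20 at 2-somite. For CA-acvr1b* it was 1.64, 4.11, 6.11, 5.35, 4.87, 5.43 and 6.43. The median of the endoderm list between the injections was -0.54 at sphere, -3.17 at 30% epiboly, -5.77 at 50% epiboly, -3.63 at shield, -1.22 at 75% epiboly, -1.82 at 90% epiboly and -1.44 at 2-somite, and -4.60 at 50% epiboly with bounds. The neuroectoderm list was lower than uninjected at sphere under ndr2 (-0.54, camera adjusted p 0.00862) and under CA-acvr1b* (-0.71, camera adjusted p 0.0238). No value without uninjected replicate A, which matched a later time, is given for this list at sphere. At 2-somite the neuroectoderm list was higher, with medians of 4.64 (camera adjusted p 1.37e-20) and 4.93 (camera adjusted p 2.90e-23). The enveloping layer list at sphere had medians of -2.27 (camera adjusted p 1.17e-06) for ndr2 and -1.78 (camera adjusted p 2.30e-07) for CA-acvr1b*, which were -0.15 and -0.44 without uninjected replicate A.

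Across genes, which are not independent replicates, the log2 fold changes of the injections had Pearson correlations of 0.530 at sphere, 0.419 at 30% epiboly, 0.476 at 50% epiboly, 0.519 at shield, 0.562 at 75% epiboly, 0.624 at 90% epiboly and 0.767 at 2-somite. Unchanged groups simulated against the same controls gave means of 0.499, 0.507, 0.492, 0.511, 0.505, 0.501 and 0.492. The Spearman correlations were 0.512, 0.352, 0.425, 0.498, 0.488, 0.580 and 0.700, against simulated means of 0.445, 0.449, 0.441, 0.449, 0.448, 0.447 and 0.438. The setting that moved a Pearson correlation most was the limit to genes called in either contrast, under which it was 0.837 at 75% epiboly. No simulated value was computed for that limit. Called under both injections were 4, 8, 22, 37, 166, 225 and 1370 genes, each in the same direction. Simulated groups gave at most 1 such gene. Of the genes called for ndr2, 88.9%, 86.0%, 92.4%, 96.6%, 97.4%, 97.4% and 98.4% had the same sign under CA-acvr1b*. In simulated groups the share was taken over as many genes with the smallest p, called or not. Its means were 92.6%, 93.5%, 90.1%, 92.3%, 90.0%, 89.9% and 84.9%. The share was below the simulated mean at sphere and 30% epiboly.

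Consecutive stages were compared within each condition to follow the course of expression. In uninjected explants 5215 genes changed from sphere to 30% epiboly, 4741 to 50% epiboly, 3359 to shield, 3018 to 75% epiboly, 0 to 90% epiboly (1287 genes had an unadjusted p under 0.05) and 1930 to 2-somite. Without uninjected replicate A at 75% epiboly, the step to 90% epiboly gave 287 genes, and without replicate B at 90% epiboly 10. The step to 2-somite gave 612 without replicate A at 2-somite and 2942 without replicate A at 90% epiboly. The steps before these gave as few as 3177 (without replicate C at sphere), 2373 (without replicate A at 50% epiboly), 1753 (without replicate C at 50% epiboly) and 1288 genes (without replicate A at 75% epiboly).

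In ndr2 explants the same steps gave 5892, 4185, 2288, 4934, 13 and 1681 genes. The step to shield gave 899 without replicate B at 50% epiboly, the step to 90% epiboly 0 without replicate A at 90% epiboly, and the step to 2-somite 997 without replicate C at 2-somite. In CA-acvr1b* explants they gave 5428, 6063, 1338, 4225, 25 and 1023 genes. The step to shield gave 258 without replicate C and 2227 without replicate B at 50% epiboly. The step to 90% epiboly gave 0 without replicate A and 87 without replicate B at 75% epiboly, and the step to 2-somite 407 without replicate A at 90% epiboly. At an unadjusted p under 0.05 the step to 90% epiboly had 1813 genes in ndr2 and 1713 in CA-acvr1b* explants.

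Matched against the stage means, libraries of a group differed in developmental time by up to 2.05 h in uninjected, 0.3 h in ndr2 and 0.8 h in CA-acvr1b* explants. Uninjected replicate A matched the latest time of its 3 libraries at all 7 stages. Its lead over the mean of replicates B and C lay between 0.35 h at sphere and 2.02 h at 90% epiboly. Interpolated stage means give no time before 4 h or after 11 h, so leads and ranges at sphere and 2-somite may be too small. CA-acvr1b* replicate B matched latest of its 3 libraries at sphere (4.05 h), 30% (4.8 h), 50% (5.6 h), 75% (8.3 h) and 90% epiboly (9.5 h). At shield and 2-somite it did not.

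**Figure D5:**
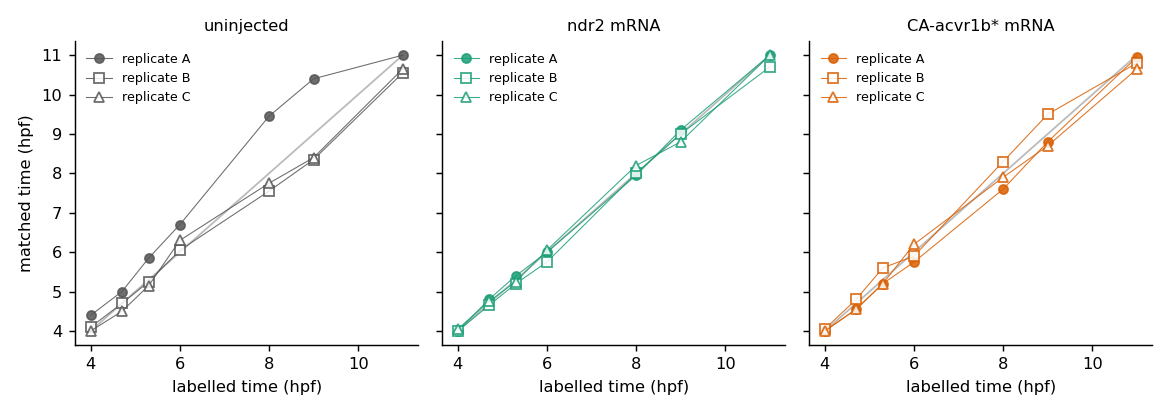
Developmental time in hours to which each library matched, against its labelled time, with a point per library and a panel per condition. Uninjected replicate A lies latest of its 3 libraries at all 7 stages.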

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

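The tests of later matched time, scaling and low counts given here were chosen after the differences had been seen. The effect of each injection against uninjected explants was compared between the 2-somite and sphere stages for the 9 marker lists, as a contrast of differences tested with camera, and 15 of the 18 list effects tested differed. Under ndr2 the median difference in log2 fold change, 2-somite minus sphere, was 4.43 for axial mesoderm (camera adjusted p 4.72e-05, 11 of 12 genes in that direction), 4.52 for Nodal targets (6.36e-14, 12 of 14), 5.80 for paraxial mesoderm (2.26e-07, 12 of 13), 5.93 for neuroectoderm (3.73e-21, 15 of 15) and 1.31 for planar cell polarity (6.19e-11, 14 of 15). It was 1.92 for the enveloping layer (camera adjusted p 0.0289, 8 of 10) and -1.58 for epidermis (0.000443, 8 of 9). Under CA-acvr1b* it was 5.47 for axial mesoderm (camera adjusted p 3.82e-07, 11 of 12), 4.38 for Nodal targets (8.76e-12, 11 of 14), 4.80 for paraxial mesoderm (4.88e-06, 12 of 13), 5.70 for neuroectoderm (8.79e-22, 15 of 15) and 1.07 for planar cell polarity (2.47e-07, 12 of 15). It was 1.53 for the enveloping layer (camera adjusted p 0.0202, 8 of 10), -1.49 for response to BMP (0.00137, 10 of 14) and -1.35 for epidermis (6.86e-05, 9 of 9). Fry gave an adjusted p under 0.05 for 13 of the 15, all but the enveloping layer lists, and camera with an estimated correlation for 10.

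Uninjected replicate A matched later times than the other uninjected libraries, which may move an effect measured against them. Without replicate A, 13 differences outside the enveloping layer kept at least 50% of their size, which argues against this time as their whole cause. For the enveloping layer the 2 differences fell below 50%, to 0.04 under ndr2 and 0.71 under CA-acvr1b*, so the later time of replicate A is a candidate explanation there. The scaling of the counts shifts all genes alike, while the list differences lay 7.52 apart under ndr2 and 7.18 apart under CA-acvr1b*, with some up and some down. This argues against the scaling as the cause of the differences as a set, and leaves a share of it in single lists open. A limit to list genes with a mean of at least 100 counts over the 63 libraries removed genes in 14 of the 15 differences. All 14 kept at least 50% of their size, which argues against genes with few counts at every stage as the whole cause. A gene can pass this limit on its later stages alone, so the limit cannot decide on low counts at sphere. The stage, which the design names, stays open as an explanation for the 13, together with any difference between the collections of the stages that the labels do not give. A difference found and tested on the same libraries is a hypothesis, and it concerns these genes and not cell types.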

How the results depend on the processing

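A replicate block within each condition, 1 residual factor as a covariate and counts summed over the stages were alternatives chosen after seeing the data, while the others were planned. The cause of a moved count was not tested unless one is given.

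DESeq2 moved 24 of the 45 counts of called genes by more than 1.5 times, all of them upward. For ndr2 against uninjected it gave 211 genes at sphere, 79 at 30% epiboly, 604 at 50% epiboly, 428 at shield, 553 at 75% epiboly, 792 at 90% epiboly and 1719 for the dependence on stage. For CA-acvr1b* against uninjected it gave 116, 63, 137 and 157 at the first 4 stages and 1157 for the dependence. For ndr2 against CA-acvr1b* it gave 27, 135, 303, 104, 86, 160 and 141 from sphere to 2-somite and 181 for the dependence. The step from 75% to 90% epiboly had 11 genes in uninjected, 135 in ndr2 and 193 in CA-acvr1b* explants, and the step to shield 2185 in CA-acvr1b* explants. In simulated counts, which held no shifts in developmental time, DESeq2 made 15 false calls at a single stage where the edgeR test made 5.

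DESeq2's size factors in the edgeR fit moved 2 counts, CA-acvr1b* against uninjected at sphere to 5 and the dependence on stage between the injections to 35. No median log2 fold change moved by more than 0.1 under them. Without the filter on low counts, 6 counts fell: ndr2 against uninjected to 29 at sphere, 17 at 30% and 167 at 50% epiboly, CA-acvr1b* against uninjected to 5 at sphere, and ndr2 against CA-acvr1b* to 24 at 30% and 89 at 50% epiboly.

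Fits of only the 6 libraries compared have 4 residual degrees of freedom in place of 42, and they moved 21 counts both ways. For ndr2 against uninjected they gave 1, 15, 2 and 425 genes at the first 4 stages, for CA-acvr1b* against uninjected 2 at sphere and 25 at 50% epiboly, and for ndr2 against CA-acvr1b* 2 at sphere, 33 at 50% epiboly, 61 at shield, 182 at 75%, 293 at 90% epiboly and 28 at 2-somite. In uninjected explants the steps to 30% epiboly, 50% epiboly, shield and 2-somite gave 2199, 0, 733 and 0 genes, and the 0 counts had 4438 and 3641 genes with an unadjusted p under 0.05. In ndr2 explants the steps to 90% epiboly and 2-somite gave 682 and 3259, and in CA-acvr1b* explants the steps to shield, 90% epiboly and 2-somite 860, 391 and 1542. Called in both fits were 162 genes for ndr2 against uninjected at shield and 13 for the ndr2 step to 90% epiboly.

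A replicate block treats libraries of the same letter as pairs. Between conditions at a stage the letters share only a letter: the correlations of deviations from the group means ran from -0.221 to 0.187, and in 0 of 21 comparisons were all 3 above 0.1. With the block over all libraries, the 45 counts and the 27 list tests stayed within their limits. Blocked fits of 6 libraries gave, for ndr2 against uninjected, 2, 12, 8, 943 and 150 genes from sphere to 75% epiboly. For CA-acvr1b* against uninjected they gave 0, 19 and 3 from sphere to 50% epiboly, 143 at 75% epiboly and 889 at 2-somite, and for ndr2 against CA-acvr1b* 3, 28 and 33 from sphere to 50% epiboly, 489 at 75% and 313 at 90% epiboly. The block within each condition gave 73, 88, 427 and 342 genes for ndr2 against uninjected from sphere to shield and 25 for CA-acvr1b* against uninjected at sphere. For ndr2 against CA-acvr1b* it gave 26, 78, 244, 82, 74, 135 and 115 from sphere to 2-somite and 44 for the dependence on stage. The step from 75% to 90% epiboly had 70 genes in ndr2 and 118 in CA-acvr1b* explants under it. In the 6 comparisons of consecutive stages whose letters pair the libraries, this block moved no count by more than 1.5 times, and it changed no list call.

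With 1 residual factor as a covariate, ndr2 against uninjected gave 73 genes at sphere, 555 at 50% epiboly and 356 at shield, and CA-acvr1b* against uninjected 19 at sphere. ndr2 against CA-acvr1b* gave 18 at sphere, 233 at 50% epiboly, 72 at shield, 106 at 2-somite and 59 for the dependence on stage. In CA-acvr1b* explants the steps to shield and 90% epiboly gave 2277 and 76. Counts summed over stages, with 9 samples in place of 63 libraries, gave 1088, 666 and 185 genes for the averages. Without the 2-somite stage, CA-acvr1b* against uninjected had 640 genes on average, and the dependence on stage had 225 genes for ndr2 and 202 for CA-acvr1b*. Without the sphere stage no count moved by more than 1.5 times.

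Across the 6 fits that each left out 1 library, ndr2 against uninjected gave from 7 to 621 genes at sphere, 7 to 56 at 30% epiboly, 62 to 690 at 50% epiboly, 48 to 154 at shield, 210 to 272 at 75% epiboly, 254 to 465 at 90% epiboly and 1508 to 2026 at 2-somite. CA-acvr1b* against uninjected gave 6 to 526, 16 to 53, 42 to 76, 59 to 132, 198 to 285, 331 to 412 and 922 to 1939. ndr2 against CA-acvr1b* gave 2 to 13, 10 to 21, 32 to 194, 17 to 42, 8 to 37, 24 to 67 and 30 to 77. The upper ends at sphere, 621 and 526, came without uninjected replicate C, and 690 without uninjected replicate C at 50% epiboly. From step to step, uninjected explants gave 3177 to 5848, 2373 to 5355, 1753 to 4373, 1288 to 3085, 0 to 287 and 612 to 2942 genes. ndr2 explants gave 4469 to 5353, 3039 to 3687, 899 to 2335, 3340 to 4254, 0 to 10 and 997 to 1542, and CA-acvr1b* explants 4000 to 4955, 4383 to 5721, 258 to 2227, 2830 to 4059, 0 to 87 and 407 to 1010. The 3 fits that each left out a lettered replicate gave 1750 to 2835, 725 to 1071 and 509 to 1510 genes for the averages, and 263 to 637, 268 to 321 and 2 to 23 for the dependence on stage.

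Of the 27 list effects on average, 17 stayed on their side of the threshold and kept their sign under all the alternatives run. Camera with an estimated correlation gave adjusted p over 0.05 for epidermis (0.0582; from 5.88e-08 to 0.0582 over its alternatives), response to BMP (0.222; from 0.00388 to 0.222) and planar cell polarity (0.148; from 0.000707 to 0.148) under ndr2, for the enveloping layer under CA-acvr1b* (0.287; from 0.000200 to 0.532), and between the injections for paraxial mesoderm (0.282; from 0.00634 to 0.333) and planar cell polarity (0.210; from 0.00809 to 0.210). DESeq2's size factors gave a camera adjusted p of 0.0524 for paraxial mesoderm between the injections, and fry 0.00554 for neuroectoderm (from 0.00554 to 0.207). Without a lettered replicate, camera adjusted p ran from 0.000991 (without C) to 0.846 (without A, where the median was 0.04 and the direction reversed) for the enveloping layer under ndr2, and from 0.000200 to 0.532 (without A) under CA-acvr1b*. Between the injections it ran from 0.0366 (without B) to 0.532 (without C, where the median was -0.13 and the direction reversed) for the enveloping layer. It ran from 0.0172 (without B) to 0.846 for response to BMP, from 0.00634 to 0.333 (without A) for paraxial mesoderm and from 0.0311 to 0.0820 (without B) for planar cell polarity, and from 0.000984 to 0.139 (without C) for planar cell polarity under ndr2.

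The correlation between the injections over genes called in either contrast was 0.837 at 75% epiboly, 0.818 at 90% epiboly and 0.903 at 2-somite, and over genes with a mean of at least 5 CPM 0.787, 0.810 and 0.918. At sphere, 30% epiboly, 50% epiboly and shield it was 0.582, 0.526, 0.637 and 0.612 over called genes. Over genes of at least 5 CPM it was 0.543, 0.419, 0.521 and 0.605 there. The simulated values without an effect cover all genes only, so these values have none to be compared with. Over all genes, leaving out 1 library gave correlations from 0.462 to 0.667 at sphere, 0.343 to 0.540 at 30% epiboly, 0.388 to 0.638 at 50% epiboly, 0.395 to 0.639 at shield, 0.499 to 0.658 at 75% epiboly, 0.544 to 0.729 at 90% epiboly and 0.711 to 0.812 at 2-somite. The log2 fold change of acvr1bb at sphere reversed without uninjected replicate B, to -0.037 for ndr2 and -0.12 for CA-acvr1b*, and reached 0.31 and 0.23 without uninjected replicate A. Among the named genes, fits of 6 libraries left 20 of 65 results short of the threshold, blocked fits of 6 libraries 16 of 65, DESeq2 5 of 210, no filter 12 of 210, the block over all libraries 3 of 210, and fits that left out libraries 132, while 700 of the latter kept their side. Depth limits the genes near the floor of 0.144 to 0.275 CPM, where a fold is a lower bound or cannot be given.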

Other observations

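The counts of other splits of the libraries were planned, and every other test in this part was chosen after the pattern had been seen. For a comparison of 3 against 3 libraries, the 10 splits cannot give a share under 10%, so they cannot set a result apart by themselves. With fits of the 6 libraries, 1 of the 10 splits, the real one, gave as many genes in each pair of conditions at each stage and in each step between stages, with 5 exceptions. For CA-acvr1b* against uninjected and for ndr2 against CA-acvr1b* at 30% epiboly, 2 of the 10 splits gave as many. For the uninjected steps to 50% epiboly, 90% epiboly and 2-somite, the real split gave 0 genes, so 10 of the 10 splits gave as many. There the real split had 4438, 375 and 3641 genes with an unadjusted p under 0.05. The highest of the other splits had 1087, 3097 and 1601. At some stages another split also had more such genes than the real one. This held for ndr2 against uninjected at sphere (2248 against 520) and 30% epiboly, and for ndr2 against CA-acvr1b* at sphere and shield. It also held for CA-acvr1b* against uninjected from sphere (2475 against 431) to 75% epiboly. In the remaining comparisons the real split had the most. In the 6 steps whose letters pair the libraries, the splits that part all 3 pairs are among the 10 splits. In the uninjected steps to 50% and 90% epiboly the real split gave no more genes than they did.

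For the averages over stages, 100 splits within stages were drawn, the real one included, and 1 of the 100 gave as many genes for each pair of conditions. For the dependence on stage, 3 of the 100 splits gave as many genes for ndr2 against uninjected, 6 for CA-acvr1b* against uninjected and 3 for ndr2 against CA-acvr1b*. Splits with a list median as large, in the order of these 3 pairs, numbered 1, 1 and 1 for Nodal targets, 2, 1 and 1 for axial mesoderm, 1, 1 and 5 for paraxial mesoderm, 10, 1 and 1 for endoderm, and 8, 2 and 2 for neuroectoderm. They numbered 1, 1 and 39 for epidermis, 1, 1 and 5 for response to BMP, 34, 17 and 2 for planar cell polarity, and 8, 5 and 38 for the enveloping layer. Medians with 5 or more such splits are not set apart from other groupings, which covers endoderm, neuroectoderm and planar cell polarity under ndr2, planar cell polarity and the enveloping layer under CA-acvr1b*, and paraxial mesoderm between the injections, although their camera adjusted p passed the threshold. With 6 such splits, the dependence on stage under CA-acvr1b* is not set apart either. Splits of whole lettered series, 10 for each pair, gave at most 825, 888 and 119 genes against 3420, 1298 and 1714 for the real split.

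Uninjected replicate A matched a later developmental time than replicates B and C at all 7 stages. It had the largest total count at 2 stages and the smallest at 2, which argues against library size. Its smallest lead without the 500 genes with most counts was 0.35 h, which argues against a few genes taking most of the counts. The deviation of replicate A from replicates B and C correlated across genes with the change to later stages in the injected libraries. Its r lay between 0.234 and 0.601 over the 7 stages, while single injected libraries ran from -0.366 to 0.401. The highest injected library was CA-acvr1b* replicate B at 50% epiboly. Uninjected replicate C had r of -0.591 at sphere, -0.517 at 30% epiboly and -0.417 at 50% epiboly. At those stages replicate A was therefore not the only uninjected library set apart. A lettered series collected at a later developmental time is a candidate explanation for the lead of replicate A. A faster clutch or different culture could give the same values. At sphere, 30% epiboly, shield and 90% epiboly, 4 libraries of replicate A matched times outside those of the other 8 libraries of the next stage, at 4.4, 5, 6.7 and 10.4 h. This argues against libraries of the next stage under a wrong label there. At 50% and 75% epiboly 2 libraries, at 5.85 and 9.45 h, matched within the times of the next stage, so for these a wrong label cannot be told apart from a later collection. No biological explanation was tested.

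At 30% epiboly, a split that set CA-acvr1b* replicates A and C and uninjected replicate C against CA-acvr1b* replicate B and uninjected replicates A and B gave 673 genes, where the real split gave 27. Its difference in matched time ranked 1 among the 9 wrong splits. With all libraries the comparison had 33 genes, with 1 residual factor 41, and with the replicate block within condition 39, both of the latter chosen after seeing the data. For ndr2 against CA-acvr1b* at that stage, setting ndr2 replicates A and C and CA-acvr1b* replicate B against the rest gave 61 genes and the real split 55. Over the 21 comparisons, the Spearman rho between a split's difference in matched time and its number of genes with p under 0.05 had a median of 0.728 and was positive in 20. Matched time was computed from the same counts as the tests, so a positive rho is partly built in. It cannot decide whether differences in developmental time between libraries of a stage add to the residual variation, which stays open.

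The enveloping layer list lay below uninjected at sphere under both injections, at -2.27 for ndr2 and -1.78 for CA-acvr1b*. Without uninjected replicate A the medians were -0.15 and -0.44, so the later time of that library is a candidate explanation for most of the difference. An effect of the injections on these genes stays open.

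A set of 9 genes, chosen after their values were seen, was set apart in the ndr2 libraries alone, among them a zgc gene (ENSDARG00000093406), hdlbpa, pdap1a, phf5a, cert1a, gmnn, parvaa and tdp2b. Along the genome 4 of them followed the preceding gene of the set within 10 genes, where 10000 draws of as many genes gave at most 2 (permutation p 1e-04, the smallest the draws can give). A strain or parental variant shared by some of the ndr2 embryos is a candidate explanation. The 7 genes higher in ndr2 had a median within-stage SD of log2 CPM of 1.35, against 0.66 for 43 other genes higher than uninjected (permutation p 1e-04, the smallest the draws can give). This argues against a response to ndr2 like that of the other genes. gmnn had 0 counts in ndr2 replicate A at 75% epiboly, where ndr2 stood at 22.6 CPM.

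Among protein-coding genes, 2236 had 0 counts in all libraries and 6066 at most 63 counts over the 63 libraries. Of 72 cytosolic ribosomal protein genes 10 were among the latter, although the median total of the others was 202530 counts, which argues against a lack of expression as the cause for those 10. On average 52% of the neighbours of these 10 were low, against 11.9% for the other ribosomal protein genes (permutation p 1e-04, the smallest the draws can give). Stretches of the genome whose reads were not counted may explain these, for example where the annotation or the mapping lost them. A gene listed at 0 in this table is therefore no evidence that it was not expressed, and gsc, ndr1 and dkk1b are listed at 0 here, while tbx6l and hesx1 are not in the table.

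ndr2 effects matched the CA-acvr1b* effects of the preceding stage better than the CA-acvr1b* effects matched the preceding ndr2 effects. This held in 6 of 6 pairs of consecutive stages over list genes and in 5 of 6 over called genes. The list genes here were only the 28 of the Nodal target, endoderm and axial mesoderm lists. The pair of 50% epiboly and shield was close to a tie over list genes (r 0.433 against 0.430) and over called genes (0.2426 against 0.2434). Over all genes it went the other way (0.062 against 0.0844), as did sphere and 30% epiboly (0.0632 against 0.0949). The remaining pairs kept the direction over all genes. The lowest difference in mean matched time, ndr2 minus CA-acvr1b*, was -0.05 h, which argues against ndr2 libraries from an earlier developmental time. At sphere an earlier time could not show, because matched times cannot lie before 4 h. A later start of the response to ndr2 is a candidate explanation. The strength of the doses was not tested, and a weaker response at each stage could give part of the same pattern.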
